A study of Mus musculus with 15 samples. Its data were reported in "Fine-tuning mechanical constraints reveals uncoupled patterning and gene expression programs in murine gastruloids" (2025).

How the data were processed

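Bulk RNA-seq was analysed for 15 libraries of mouse gastruloids, which are aggregates of embryonic stem cells that elongate and pattern along an axis in culture. Per the labels, aggregates were seeded at 300 cells per well, left for 48 h, given a pulse of the GSK3 inhibitor CHIR99021 at 3 µM for 24 h, and collected at 120 h. There were 5 groups of 3 libraries. Ctrl gastruloids stayed in well plates. The noCHI aggregates stayed in plates and received no CHIR99021. The others were embedded at 96 h in dextran hydrogels at 0.7, 0.8 or 1.0 mM. Embedded gastruloids were released with dextranase for at least 20 min before freezing, a step that plate-grown gastruloids did not go through. About 30 gastruloids were pooled per library, and libraries were made from 550 ng of RNA with poly-A selection and read at 75 bp from both ends. Groups and replicate numbers were taken from the sample titles.

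The authors trimmed reads with cutadapt 4.4 and aligned them to mm10 with STAR 2.7.10b and a customised Ensembl annotation. The deposited counts are raw fragment counts per gene, one column per library, with no normalisation. The deposited FPKM values were computed by the authors with cufflinks 2.2.1.3, with multi-read and bias correction, a strand-specific setting and mitochondrial transcripts masked. The authors' deposited table also gives log2 fold changes, adjusted p-values and a call per gene for the 4 comparisons against Ctrl from DESeq2, whose version is not given in the sources used here. The study's methods exclude mitochondrial genes from this test. The authors' deposited table nevertheless held a log2 fold change for 26 mitochondrial genes in the noCHI comparison. Its log2 fold changes differed from a DESeq2 fit with mitochondrial genes kept by at most 0.000556 in that comparison, and from a fit without them by up to 0.0154.

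The count table held 55141 genes, of which 36 were mitochondrial. The FPKM table held 55138 genes, and the 3 others had 0 counts. Of 11982 genes with at least 100 counts in any library, 470 were listed at 0 FPKM in a library that held at least 100 counts of them, the highest with 17064 counts. Such zeros are not taken as absence of expression, and results from FPKM carry this limit. Coordinates are those of the FPKM table on mm10, written 1-based. Of the gene identifiers, 99.5% were in GENCODE M21, and 93.5% of these had identical coordinates there. Total counts per library ran from 19162428 to 28278973, with a median of 25595619. Mitochondrial genes took 0.971% to 1.43% of the counts. Within a group, the counts of each pair of libraries differed by far more than sampling noise, so no library was counted as a copy of another.

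Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F-test with TMM factors and filterByExpr. Mitochondrial genes were left out, and only the groups compared entered each fit, without covariates. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The slope on gel concentration over the 9 embedded libraries was called at an adjusted p below 0.05 alone. Each group was compared with Ctrl, each gel with each other gel, and all gels together with Ctrl. Genes called in the same direction in all 3 gels were counted. Because the 3 gel comparisons share the Ctrl libraries, 20 sets of 12 libraries without any change between groups were simulated from the Ctrl means, and the same overlap and correlations were computed. A first form of this simulation drew only the gel libraries and left out the error of the shared controls, and it was replaced after its output was seen. The 12 libraries were drawn independently. A further 20 sets, added after the result was seen, let same-numbered libraries share part of their deviation, with the median correlations found between gel and Ctrl and between gels, each gene being drawn by itself. Normalised counts are given as CPM, counts scaled to a common library size, with TMM factors over all 15 libraries.

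Principal components were computed from log2(1 + FPKM) of the 500 genes of highest variance. The 7 gene lists, written before the data were examined, were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists and the 4 comparisons against Ctrl. They were posterior and presomitic markers, somite markers, pluripotency markers, immediate early genes, hypoxia and glycolysis genes, YAP target genes and Hox genes. A list of retinoic acid targets was written after the called genes were seen.

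Genes were named by a rule fixed before the data were examined. T, Sox2 and Foxc1 were named in each comparison with Ctrl. For noCHI, the 5 called genes with the largest rise and the 5 with the largest fall were taken among those with a mean of at least 5 CPM and a change in the same direction in all 3 same-numbered pairs. For genes called in all 3 gels, up to 5 in each direction were taken in the same way, with all 9 same-numbered pairs changed alike. Up to 3 genes of lowest p were taken from gel against gel comparisons, from the slope, and from each list that passed 0.05. Genes named Mmp plus a number were treated as a family, with values for those above 1 FPKM on average. Predicted gene models were named only if nothing else was left. A gene that met the rule for the lists is not reported here. Other genes that are named were chosen after their values were seen, and are marked so.

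Replicate numbers in the titles recur in every group. Over 13932 genes with a mean count of at least 20, deviations from the group means correlated in each of the 30 pairs of same-numbered libraries of different groups, with r from 0.14 to 0.78 and a median of 0.36. Differently numbered libraries had a median r of -0.26, but libraries numbered 1 and 2 had a median r of 0.15, so the numbers part replicate 3 from the others more than replicate 1 from replicate 2. The numbers were therefore taken to pair the libraries. The fit with replicate number as a block was an alternative, and its value is printed where it changed a call or moved a count by over 1.5 times.

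The alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, a fit of all 15 libraries, the block with and without all 15 libraries, mitochondrial genes kept, no fold threshold, glmTreat at a log2 fold change of 1, limma on log2(FPKM + 1) or log2(FPKM + 0.1) with a minimum mean of 0.5 FPKM, limma without that minimum, and leaving out each replicate. The edgeR steps were tested on simulated counts in which 200 genes changed. In the simulation of 0.7 mM against Ctrl, with 15351 genes tested, edgeR called 88 of 100 genes changed by a log2 fold change of 1.5, 100 of 100 changed by 3, and 3 unchanged genes. In the simulation of 1.0 against 0.8 mM, with 15383 genes tested, it called 82 and 99 of 100 such genes and 12 unchanged genes, the most of the unblocked edgeR simulations, and with the block over 15376 genes 75 and 100 of 100 and 4 unchanged genes. In that of the slope with the block, over 15662 genes, it called 84 and 98 of 100 and 17 unchanged genes, the most of all. Libraries were drawn independently in these simulations, so the blocked fits met no deviation shared by same-numbered libraries there. In a simulation of 0.7 mM against Ctrl limma on log2(FPKM + 1) called 70 of 100 and 82 of 100 such genes over 13915 genes. Of 100 lists of unchanged genes tested with camera over 15358 genes, 0 had p below 0.05. Each gene was drawn by itself there, so this could not show false calls in lists whose genes vary together. Figures were drawn with matplotlib 3.10.9.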

Results

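Transcriptomes were measured in mouse gastruloids at 120 h, with 3 libraries in each of 5 groups. Ctrl gastruloids were grown without a hydrogel. Gastruloids of the embedded groups were placed at 96 h in dextran hydrogels at a concentration of 0.7, 0.8 or 1.0 mM, which sets how stiff the gel is. The noCHI aggregates did not receive the CHIR99021 pulse and served as a negative control for gastruloid formation. Total counts per library were 24320614 ± 4472049 in Ctrl, 25187000 ± 2517640 in noCHI, 24496066 ± 3432169 at 0.7 mM, 25506229 ± 484911 at 0.8 mM and 26134001 ± 1957067 at 1.0 mM (mean ± SD, n = 3). The smallest library was Ctrl replicate 3, with 19162428 counts.

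Principal component analysis asked how far the groups lie apart. The first component held 49.8% of the variance and the second 13.0%. Scores on the first component were 29.0 ± 2.1 in noCHI and -6.72 ± 2.3 in Ctrl (SD, n = 3). The embedded groups had means of -7.58, -7.49 and -7.23 at 0.7, 0.8 and 1.0 mM, which differed from Ctrl by less than the spread between replicates. On the second component the score was 8.69 ± 4.8 in Ctrl and -1.63 ± 5.9, -4.09 ± 9.5 and -4.22 ± 9.0 at 0.7, 0.8 and 1.0 mM, and on the third, with 6.74% of the variance, -7.52 ± 2.7 in Ctrl and 3.63 ± 5.5, 3.39 ± 3.5 and -0.40 ± 3.8 in the gels (SD, n = 3). Embedded libraries lay below the same-numbered Ctrl library on the second component in 9 of 9 pairs and above it on the third in 9 of 9, pairs that share the Ctrl libraries. Within each group the library of replicate 3 had the lowest score on the second component. Log2 CPM in place of FPKM moved the share of the first component most, to 74.6%. Of the 500 genes used, 117 were listed at 0 FPKM in a library that held at least 100 counts of them, and without all such genes the share was 68.8%, a setting chosen after the values were seen.

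**Figure D1:**
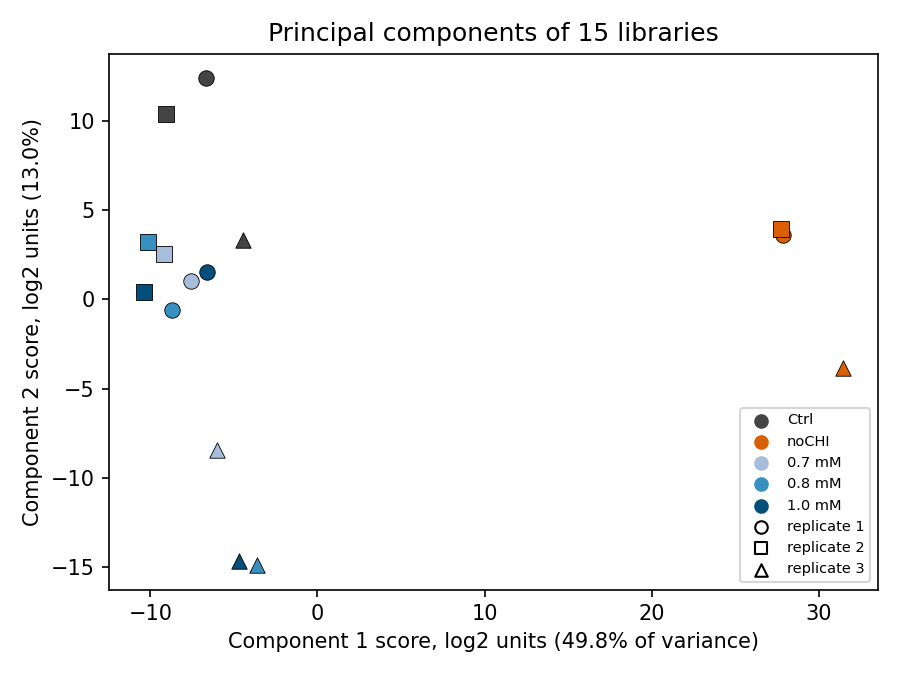
Scores of the 15 libraries on the first component (x axis) and the second component (y axis) of log2(1 + FPKM), in log2 units, coloured by group, with marker shape giving the replicate number. The 3 noCHI libraries lie between 27.7 and 31.4 on the first component, and all other libraries lie below 0.

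The comparison of noCHI with Ctrl asked what the pulse changes. Of 15676 genes tested with edgeR, 1668 were called, 1062 higher and 606 lower in noCHI. By ratio the count changed most with limma on unfiltered log2(FPKM + 1), which called 469, and by number of genes without the fold threshold, which gave 4099. Tbx1 (chromosome 16, 18580979 to 18590671, mm10) had the largest rise among the genes named by rule, from 0.435 ± 0.57 CPM in Ctrl to 48.1 ± 8.0 CPM in noCHI (SD, n = 3), with a log2 fold change of 6.96 ± 0.50 (SE) and an adjusted p of 4.42e-05 in edgeR. Robo3, Eomes, Amhr2 and Asb4 also rose, with log2 fold changes of 6.73, 5.73, 5.59 and 5.35. Eomes varied widely between noCHI replicates, at 35.4 ± 44 CPM (SD, n = 3). Fmod (chromosome 1, 134037254 to 134048277) had 0 counts over the noCHI libraries and 2292 over the Ctrl libraries, so it was at least 783.8-fold lower in noCHI when set against a floor of 3 counts over the group. Pax1 had 2 counts in noCHI and 3165 in Ctrl, a ratio of 1624 (95% exact interval 449 to 13410, which covers counting error only). Hoxa9 had 3 and 1598 counts, a ratio of 546 (187 to 2653), and Hoxc9 had 2 and 771 counts, a ratio of 395 (109 to 3272). Fap fell by 8.75 on the log2 scale.

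T, Sox2 and Foxc1, the markers that the study stained, were not called in noCHI. T was at 111 ± 20 CPM in noCHI and 130 ± 27 CPM in Ctrl, Sox2 at 27.7 ± 6.0 and 30.9 ± 9.2 CPM, and Foxc1 at 183 ± 16 and 207 ± 14 CPM (SD, n = 3). These differences did not pass the threshold in edgeR, with adjusted p of 0.353, 0.656 and 0.103. With the replicate number as a block, Foxc1 reached an adjusted p of 0.0123 at a log2 fold change of -0.18, below the fold threshold.

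Embedding was compared with Ctrl at each gel concentration to ask whether the gel alters expression. At 0.7 mM 114 of 15365 genes were called, 68 higher and 46 lower. At 0.8 mM 51 of 15403 genes were called, 38 higher and 13 lower. At 1.0 mM 84 of 15503 genes were called, 60 higher and 24 lower. These counts moved widely when a single library was left out. Without Ctrl replicate 1 they were 13, 0 and 23, and without Ctrl replicate 2 they were 13, 0 and 17. Without 0.7 mM replicate 1, 32 genes were called at 0.7 mM, without 0.8 mM replicate 1, 2 were called at 0.8 mM, and without 1.0 mM replicate 2, 51 were called at 1.0 mM. Without Ctrl replicate 3 the count at 0.7 mM was 201. With the replicate number as a block, 252, 178 and 267 genes were called at 0.7, 0.8 and 1.0 mM, of which 121, 101 and 150 were higher and 131, 77 and 117 lower. All gels as 1 group against Ctrl gave 224 called genes of 15970, 116 higher and 108 lower. With the block this comparison gave 344, 171 higher and 173 lower. Without replicate 1 the count without the block was 51, and without replicate 2 it was 134.

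**Figure D2:**
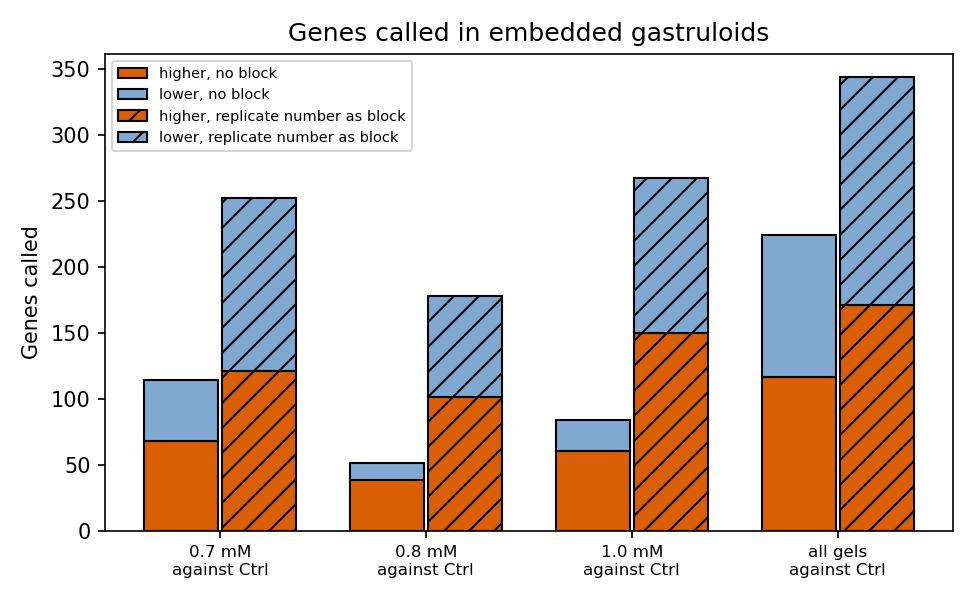
Genes called in embedded gastruloids against Ctrl (y axis, number of genes) for each comparison (x axis), split into higher and lower, without a block (plain bars) and with the replicate number as a block (hatched bars). Each count is larger with the block, for example 267 against 84 at 1.0 mM.

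Of the 150 genes called at any concentration, 35 were called in the same direction at all 3, 25 higher and 10 lower. That is 30.7%, 68.6% and 41.7% of the calls at 0.7, 0.8 and 1.0 mM. In 20 simulations without any change, 0 genes were shared by all 3 gels. With the block 101 of 392 genes were shared. Without Ctrl replicate 1 or Ctrl replicate 2, 0 were shared, without 0.8 mM replicate 1, 1 was shared, and without 0.7 mM replicate 1, 17 were. Across 15161 genes, which are not independent replicates, log2 fold changes against Ctrl correlated between gels with Pearson's r of 0.85, 0.83 and 0.87. The shared controls alone gave a mean r of 0.51 in the simulations, with a highest value of 0.55. These simulations drew the libraries independently of each other. In 20 further ones, chosen after the result was seen, same-numbered libraries deviated together, with r set to 0.34 between gel and Ctrl and 0.50 between gels. There the mean r was 0.58 with or without the block, the highest was 0.605 without it and 0.602 with it, and 0 genes were shared in either fit.

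Of the genes named by rule, Pfkp (chromosome 13, 6579768 to 6648777) rose from 3.92 ± 2.1 CPM in Ctrl to 19.3 ± 9.8, 24.4 ± 9.3 and 20.6 ± 4.9 CPM at 0.7, 0.8 and 1.0 mM (SD, n = 3). Its log2 fold changes were 2.33 ± 0.43, 2.66 ± 0.40 and 2.41 ± 0.33 (SE), with adjusted p of 0.0273, 0.0305 and 0.0180 in edgeR. Slc16a3 (chromosome 11, 120948480 to 120960868) rose from 42.7 ± 18 CPM to 190 ± 50, 215 ± 56 and 203 ± 30 CPM. Pgm1, Mgarp and Clu rose by log2 fold changes between 1.96 and 2.43. Only 3 genes met the rule among those that fell. Lhx1 (chromosome 11, 84518284 to 84525535) fell from 17.7 ± 2.1 CPM to 4.66 ± 0.69, 4.89 ± 1.6 and 5.14 ± 1.3 CPM. Rarb (chromosome 14, 16430839 to 16819156) fell from 14.0 ± 2.9 CPM to 5.65 ± 0.92, 5.13 ± 0.34 and 4.19 ± 0.66 CPM, and its log2 fold changes were -1.32, -1.46 and -1.75. Tshz1 had log2 fold changes of -1.03, -1.07 and -1.04. Many of these calls were lost in edgeR without the block when a single library was left out, which also leaves fewer libraries. The log2 fold changes kept their sign, at 0.8 mM from 2.40 to 3.16 for Pfkp and from -1.60 to -1.31 for Rarb. Without Ctrl replicate 1, and likewise without Ctrl replicate 2, none of these calls held at 0.8 mM. At 0.7 mM only that of Lhx1 did, and at 1.0 mM those of Pfkp, Clu and Tshz1 were lost. Adjusted p of Pfkp were then 0.126 and 0.124 at 0.7 mM, 0.173 and 0.158 at 0.8 mM and 0.0843 and 0.107 at 1.0 mM. Pgm1 and Slc16a3 at 1.0 mM were also lost without Ctrl replicate 2, at 0.0630 and 0.0817. Leaving out replicate 1 of the respective gel cost all of these calls at 0.8 mM, those of Pfkp, Mgarp, Clu, Rarb and Tshz1 at 0.7 mM and those of Clu and Tshz1 at 1.0 mM, where Pfkp had 0.0767 at 0.7 mM and 0.127 at 0.8 mM and Clu 0.0655 at 1.0 mM. Without replicate 2 of the gel Pfkp and Mgarp were lost at 0.7 mM, at 0.0521 and 0.0843, and Pfkp and Tshz1 at 1.0 mM, at 0.0506 and 0.0626. Without replicate 3 of the gel Clu was lost at 0.8 mM, at 0.0548, and Tshz1 in each gel, with log2 fold changes of -0.87, -0.91 and -0.88. The deposited FPKM of Pfkp was 0 in 15 of 15 libraries, that of Rarb in 14, and that of Slc16a3 in 2 Ctrl libraries with up to 954 counts, so the values given here rest on the counts.

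T was lower in every gel, at 79.4 ± 7.0, 83.7 ± 6.3 and 72.9 ± 23 CPM (SD, n = 3) at 0.7, 0.8 and 1.0 mM, and was lower in 3 of 3 same-numbered pairs each time. Its log2 fold changes of -0.72, -0.64 and -0.84 stayed below the fold threshold, with adjusted p of 0.0290, 0.0808 and 0.105 in edgeR and 5.66e-05, 0.0183 and 0.0166 with the block. Without 1.0 mM replicate 1 T was called at 1.0 mM, with a log2 fold change of -1.12. Sox2 and Foxc1 differed from Ctrl by less than the spread between replicates in each gel in edgeR without the block, with adjusted p from 0.580 to 0.932. At 1.0 mM Sox2 was lower in 3 of 3 same-numbered pairs. With the block its log2 fold change there was -0.25, at an adjusted p of 0.0780 in edgeR. Sox2 was higher in 2 of 3 pairs at 0.7 mM and in 1 of 3 at 0.8 mM.

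The gels were then compared with each other. No gene was called in edgeR with the low-count filter and without the block, where 485, 923 and 245 genes had an unadjusted p under 0.05 for 0.8 against 0.7 mM, 1.0 against 0.7 mM and 1.0 against 0.8 mM. With the block 1019, 1935 and 1292 genes had an unadjusted p under 0.05. EdgeR without the filter called 1, 5 and 0 genes, the block called 1, 4 and 2, DESeq2 called 1, 6 and 0, and limma on log2(FPKM + 1) called 2, 3 and 1. The slope on concentration called 0 of 15683 genes, with 1011 at an unadjusted p under 0.05. DESeq2 called 4 genes for the slope, limma on log2(FPKM + 1) called 0, and the block called 5. Without replicate 3 edgeR called 5.

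The gene lists asked for concerted changes. Hypoxia and glycolysis genes were higher at 0.7, 0.8 and 1.0 mM, with mean log2 fold changes of 0.94, 1.11 and 1.06 and 20 of 20 genes higher each time, at camera adjusted p of 3.58e-29, 1.66e-43 and 1.99e-45. Adjusted over the list alone, 17, 17 and 19 of them passed 0.05, against 11, 9 and 10 adjusted over all genes, or 17, 17 and 18 over all genes with the block. Ldha rose from 854 ± 140 CPM to 1824 ± 238, 2003 ± 377 and 2054 ± 131 CPM (SD, n = 3), and Tpi1, Pfkl and P4ha1 were the others of lowest p. The call of Ldha at 0.7 mM was lost without 0.7 mM replicate 1, Ctrl replicate 1 or Ctrl replicate 2, with log2 fold changes of 0.97, 0.98 and 1.06, and that of Pfkl at 1.0 mM without Ctrl replicate 2, at an adjusted p of 0.0690 in edgeR. Immediate early genes were higher too, with mean log2 fold changes of 1.3, 0.98 and 0.70, medians of 0.97, 0.56 and 0.62 and adjusted p of 3.58e-29, 2.02e-14 and 2.75e-05. Adjusted over the list alone, 14, 8 and 8 of 16 passed, against 9, 3 and 2 adjusted over all genes, or 12, 6 and 7 over all genes with the block. Fosb rose from 0.208 ± 0.13 CPM to 7.53 ± 2.3, 6.64 ± 2.2 and 2.59 ± 1.5 CPM, Egr1 from 6.70 ± 1.5 CPM to 25.7 ± 3.2, 23.9 ± 3.5 and 15.3 ± 2.8 CPM (SD, n = 3), and Fos and Ier2 were the others of lowest p. Without Ctrl replicate 1 or Ctrl replicate 2 the calls of Fosb and Egr1 at 1.0 mM were lost, with edgeR adjusted p of 0.153 and 0.143 for Fosb and 0.161 and 0.143 for Egr1. They were also lost without 1.0 mM replicate 2, at 0.0693 and 0.0913, and that of Egr1 without 1.0 mM replicate 1, at 0.0644. At 0.8 mM no gene was called without Ctrl replicate 1 or 2, and Egr1, Ldha, Tpi1 and P4ha1 lost their calls without 0.8 mM replicate 1, at 0.0935, 0.108, 0.0957 and 0.112.

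Posterior and presomitic markers were lower, with mean log2 fold changes of -0.61, -0.66 and -0.92 and adjusted p of 1.64e-06, 3.98e-07 and 9.77e-08. Adjusted over the list alone, 5, 2 and 3 of 15 passed, against 1, 0 and 0 adjusted over all genes. With the block these were 12, 8 and 13 over the list and 8, 5 and 7 over all genes, of which 4, 3 and 4 were called. Cdx1 was at 47.1 ± 4.1 CPM in Ctrl and 15.0 ± 8.5, 14.5 ± 9.0 and 12.4 ± 8.3 CPM (SD, n = 3) in the gels, and it was not called in edgeR without the block. It was called with the block, where the adjusted p was 0.000769, 0.0147 and 0.00828, and without replicate 3 of the respective gel, where the log2 fold changes were -1.25, -1.27 and -1.49. At 0.7 mM it was also called in DESeq2, with a log2 fold change of -1.66, and in edgeR without Ctrl replicate 3, with -1.72. Cyp26a1, Hes7 and Nkx1-2 were also among the genes of lowest p. With the block Hes7 was called at 0.7 mM, with a log2 fold change of -1.03 and an adjusted p of 0.00131, and Cyp26a1 at 0.8 mM, with -1.21 and 0.00710. Hox genes were lower, with mean log2 fold changes of -0.32, -0.32 and -0.44 and adjusted p of 1.73e-05, 9.75e-05 and 3.37e-07, and Hoxa5, Hoxb1, Hoxb2, Hoxb8 and, with a rise, Hoxa2 were among those of lowest p. Adjusted over the list alone, 3, 0 and 2 of 29 Hox genes passed, against 2, 0 and 1 adjusted over all genes. With the block these were 16, 7 and 18 over the list and 12, 3 and 9 over all genes, and 0 were called in either fit. YAP targets, somite markers and pluripotency markers did not pass in any gel, with adjusted p from 0.373 to 0.783. Of 15 somite markers 3, 0 and 0 passed adjusted over the list alone and 0, 0 and 0 over all genes, and with the block 10, 4 and 8 and 8, 2 and 3. Of 15 pluripotency markers 1, 1 and 0 passed adjusted over the list alone and 1, 0 and 0 over all genes, and with the block 3, 1 and 1 and 2, 1 and 1. Of 20 YAP targets 0, 0 and 2 passed adjusted over the list alone and 0, 0 and 1 over all genes, and with the block 1, 3 and 4 and 1, 1 and 2. For pluripotency markers at 1.0 mM the camera direction and the median were down while the mean was 0.0044. For YAP targets at 0.7 mM the mean was -0.0073 while the median was 0.043 and camera gave a rise.

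In noCHI, Hox genes had a mean log2 fold change of -2.95 and an adjusted p of 1.04e-29, with 21 of 29 called and 26 passing adjusted over the list alone against 24 over all genes. YAP targets had a mean of -0.44 and an adjusted p of 1.78e-05, with 6 of 20 passing adjusted over the list alone and 6 over all genes, or 11 and 10 with the block, and Dock5, Nuak2 and Lats2 had the lowest p. Somite markers had a mean of -1.12 and an adjusted p of 0.0101, with 14 of 15 passing adjusted over the list alone and 12 over all genes, led by Meox2, Uncx and Pax1. Hypoxia and glycolysis genes had a mean of 0.50 and an adjusted p of 0.0180, with 8 of 20 passing adjusted over the list alone and 8 over all genes, or 16 and 15 with the block, led by Slc2a1, Vegfa and Ddit4. Without noCHI replicate 3 Vegfa and Ddit4 lost their calls, at log2 fold changes of 0.84 and 0.92, and without Ctrl replicate 2 Vegfa and Lats2 did, at 0.98 and -0.98. Immediate early genes, posterior markers and pluripotency markers did not pass, with adjusted p of 0.999, 0.732 and 0.954. Of these, 7, 3 and 10 genes passed adjusted over the list alone and 7, 3 and 10 over all genes, and the posterior markers gave 7 and 6 with the block. The immediate early genes had a mean of 0.19 but a median of -0.057, and the posterior markers a mean of -0.015 but a median of 0.080. Under fry the calls that held were Hox genes and YAP targets in noCHI, hypoxia and glycolysis genes in all 3 gels, and immediate early genes at 0.7 and 0.8 mM. With an estimated inter-gene correlation none of the list calls held.

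Metalloproteinases can cleave matrix around cells, and the family had 23 Mmp genes, of which 6 were above 1 FPKM on average. Mmp14 was at 9.03 ± 0.98 FPKM in Ctrl, 22.6 ± 2.5 in noCHI and 16.1 ± 0.62, 15.9 ± 1.5 and 18.1 ± 1.0 FPKM at 0.7, 0.8 and 1.0 mM (SD, n = 3). Mmp2 was at 5.01 ± 0.63, 13.6 ± 0.60, 8.96 ± 0.63, 9.78 ± 0.31 and 10.6 ± 0.40 FPKM in the same order. Log2 fold changes of the counts against Ctrl were 0.80, 0.83 and 0.98 for Mmp14 and 0.78, 0.95 and 1.06 for Mmp2 in the gels, with edgeR adjusted p from 0.00592 to 0.0208. Only Mmp2 at 1.0 mM passed the fold threshold there, and 3 Mmp genes did in noCHI. Mmp11, Mmp15 and Mmp16 were not called in any comparison with Ctrl, and Mmp17 had a log2 fold change of 0.77 in noCHI.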

Values the study reported

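The study reported that 50% of the variance of the most variable genes separated noCHI from the other conditions, and that 13% lay among embedded and control gastruloids.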

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

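The alternatives were chosen before the data were examined, except DESeq2 with mitochondrial genes kept and the components without genes listed at 0 FPKM despite counts, which were chosen only after the result was seen. RLE size factors and mitochondrial genes kept in edgeR left each count within 1.5 times of its value. Order below, where counts are listed, is noCHI, 0.7 mM, 0.8 mM, 1.0 mM and all gels against Ctrl, and genes shared by the 3 gels. Where a setting changed a count and nothing else is said, the cause was not tested.

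DESeq2 called 127 genes at 0.8 mM and 168 at 1.0 mM, and shared 70. With mitochondrial genes kept it called 127 and 164. It called 1 gene for 0.8 against 0.7 mM, 6 for 1.0 against 0.7 mM and 4 for the slope. Without the low-count filter edgeR called 235, 186 and 227 in the gels, 1 and 5 for 0.8 and 1.0 against 0.7 mM, and shared 105. One fit of all 15 libraries called 100 at 0.8 mM and 149 at 1.0 mM and shared 54. The replicate block called 252, 178 and 267 in the gels and 344 for all gels, shared 101, and called 1, 4 and 2 between gels and 5 for the slope. The replicate block with all 15 libraries called 260, 254, 357 and 346, shared 135, and called 1 gene for 1.0 against 0.7 mM and 2 for the slope. The block moved no count of noCHI calls past 1.5 times.

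Dropping the fold threshold gave 4099, 518, 123, 257 and 1388 genes and 96 shared, by its construction. A test against a log2 fold change of 1 gave 773, 2, 2, 1 and 11, with 0 shared, also by construction. Limma on log2(FPKM + 1) gave 488, 38, 16, 35 and 45, with 8 shared; on log2(FPKM + 0.1) it gave 881, 67, 18, 49 and 94, with 11 shared; without a filter it gave 469, 17, 9, 14 and 35, with 4 shared. Each of these 3 limma settings called 2, 3 and 1 genes between gels. A pseudocount shrinks the fold of low genes, and 30, 6, 4 and 6 of the genes called by edgeR in noCHI, 0.7, 0.8 and 1.0 mM were listed at 0 FPKM in a library with at least 100 counts of them.

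Leaving out 1 library gave 13 to 201 genes at 0.7 mM, 0 to 76 at 0.8 mM and 17 to 86 at 1.0 mM. It gave 0 to 1 for 1.0 against 0.7 mM and 0 to 40 shared genes. Leaving out a replicate number gave 51 to 245 genes for all gels and 0 to 5 for the slope. Without replicate 1 all gels gave 51, and without replicate 2 they gave 134. The noCHI count stayed between 1428 and 1830.

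Of the gene lists, adjusted p under fry rose to 0.314, 0.518 and 0.302 for Hox genes at 0.7, 0.8 and 1.0 mM, to 0.161, 0.235 and 0.175 for posterior markers, to 0.0537 for immediate early genes at 1.0 mM, and in noCHI to 0.235 for hypoxia genes and 0.0537 for somite markers. With an estimated correlation it rose to 0.548, 0.669 and 0.532 for Hox genes, 0.338 for posterior markers in each gel, 0.119, 0.0527 and 0.0527 for hypoxia genes, and 0.0527, 0.0527 and 0.188 for immediate early genes. In noCHI it was 0.119 for Hox genes, 0.737 for hypoxia genes, 0.401 for somite markers and 0.0527 for YAP targets. Lists that did not pass changed direction without passing. With the replicate block these were immediate early genes in noCHI at 0.931, pluripotency markers at 1.0 mM at 0.771 and somite markers at 0.7 mM at 0.937. Under fry it was pluripotency markers in noCHI at 0.976. The block changed no list call. Leaving out a replicate number gave adjusted p of 0.753 to 0.975 for immediate early genes in noCHI, 0.0756 to 0.974 for pluripotency markers at 1.0 mM, 0.191 to 0.800 for them in noCHI, 0.369 to 0.974 for somite markers at 0.7 mM, and 0.489 to 0.825 and 0.271 to 0.823 for YAP targets at 0.8 and 1.0 mM. It gave 0.00752 to 0.996 for pluripotency markers at 0.8 mM, which passed without replicate 1, and 0.0245 to 0.974 for posterior markers in noCHI, which passed without replicate 3.

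The share of the first component moved to 35.2% with log2(0.1 + FPKM), to 74.6% with log2 CPM, to 31.0% without noCHI, and to 68.8% without genes listed at 0 FPKM despite counts. Over single libraries left out it was 42.2% to 53.2%.

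Of the genes named by rule, 108 of the values under alternatives lost the call and 15 gained it, 92 and 9 of these on leaving out a library. Signs changed only for Sox2 and Foxc1, which were not called. Leaving out a library gave Sox2 a log2 fold change of -0.28 to 0.11 in noCHI, -0.24 to 0.22 at 0.7 mM, -0.25 to 0.16 at 0.8 mM and -0.47 to 0.014 at 1.0 mM, and Foxc1 -0.013 to 0.082 at 0.7 mM. Depth limits genes of few counts, such as Fmod in noCHI.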

Other observations

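The tests of retinoic acid targets, of hypoxia and immediate early genes outside the shared genes and of the hypoxia and immediate early genes along gel concentration were chosen only after the result was seen, as were their repeats under fry and an estimated correlation. The test of genes listed at 0 FPKM was prompted by values per library, and what it should show was written down before it was run, as for the other tests.

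Chance was tested by other splits of the libraries. The splits of 6 libraries into 3 and 3 number 10, so their share cannot fall under 0.05 and chance cannot be excluded by this count. For noCHI, 0.7, 0.8 and 1.0 mM against Ctrl, 1 of 10 splits gave as many genes as the 1668, 114, 51 and 84 called, the real one, and the highest of the others gave 0, 1, 0 and 0. Of the 4 splits that part all same-numbered pairs, the others gave 0. Between gels 0 genes were called, so 10 of 10 splits gave as many by construction, with highest others of 1, 0 and 0. For all gels against Ctrl, 1 of 100 drawn splits into 9 and 3 gave as many as the 224 genes called, and the highest other gave 120, a split that set 3 libraries of replicate 3 apart. Within replicate numbers, 1 of 64 choices gave as many as the 344 genes of the blocked fit, and the highest other gave 0. Chance can be excluded for both at the 0.05 level. For the slope 0 genes were called, so 100 of 100 drawn orders gave as many by construction, and this count decides nothing. The highest other gave 1770, an order that placed the 3 libraries of replicate 3 at the top. The replicate number thus sets variation larger than that of concentration, and the blocked slope called 5 genes.

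The 35 genes that changed alike in all 3 gels were weighed against technical explanations. After each library's trend with GC content and transcript length was removed, 33 of the 35 were still called in all 3 gels, and 95 of 101 in the fit with the block. After thinning all libraries to the smallest total, 33 of 35 and 87 of 101 were. These argue against GC content, length and library size as the whole cause. Immediate early genes, which respond within minutes to handling, rose in every gel, with a largest camera adjusted p of 2.75e-05, in a test set up to read the time in warm dextranase. Hypoxia and glycolysis genes rose in every gel, with a largest adjusted p of 3.58e-29, in a test set up to read lower oxygen or nutrient supply. The part of that list outside the shared genes rose as well, with a largest adjusted p of 4.11e-15 in camera and adjusted p of 0.0386, 0.0386 and 0.0373 at 0.7, 0.8 and 1.0 mM under fry, but of 0.1004, 0.0604 and 0.0604 under an estimated inter-gene correlation. The immediate early genes outside the shared genes gave 1.53e-18, 8.41e-07 and 0.00424 in camera, 0.0156, 0.0386 and 0.0833 under fry and 0.0604, 0.0960 and 0.200 under an estimated correlation. Both explanations stay open and may hold together. Release with dextranase was given to every embedded library and to no Ctrl library, so a response to release, to the gel itself or to the culture dish is confounded with embedding. YAP targets had a smallest camera adjusted p of 0.533 in the gels with all libraries and no block, and of 0.144 over the alternatives, at 0.7 mM without replicate 1, over genes that went both ways, which decides nothing about mechanical signalling and cannot be told apart from no change. For the whole lists the estimated correlation gave adjusted p of 0.119, 0.0527 and 0.0527 for hypoxia and glycolysis genes and 0.0527, 0.0527 and 0.188 for immediate early genes, which miss 0.05.

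The rise of the immediate early genes was smaller at 1.0 mM than at 0.7 mM. The slope test below was made on the data in which this was noticed, so it is a hypothesis. Along concentration among the 9 embedded libraries the list fell, with a mean slope of -1.80 log2 units per mM and 2 of 17 genes rising, and the larger camera p of the fits with and without the block was 8.31e-17. Under fry the p was 0.000967 and under an estimated correlation 0.000928, or 0.00193 and 0.00186 adjusted over the 2 lists tested. The other list, hypoxia and glycolysis genes, rose along concentration with a camera p of 0.00564, but gave 0.481 under fry and 0.410 under an estimated correlation. In edgeR with all 9 libraries, the low-count filter and without the block no single gene was called, for the slope or between gels, where 1011 genes had an unadjusted p under 0.05 for the slope and 485, 923 and 245 did between gels. Without replicate 3 it called 5 for the slope, and without the filter 1 and 5 for 0.8 and 1.0 against 0.7 mM. The genes named here were chosen after their values were seen. With the block Atf3 was called for 0.8 against 0.7 mM, and Aldh1l2, Atf3, Dusp8 and Jun for 1.0 against 0.7 mM. Rn7sk and Rmrp, short noncoding RNAs that poly-A selection captures poorly, were called for 1.0 against 0.8 mM. Aldh1l2 and Uncx rose and Dusp8, Egr1 and Jun fell along concentration. DESeq2 called Atf3 for 0.8 against 0.7 mM, Fosb, Fos, Egr1 and Jun for the slope, and Fosb, Fos, Rgs16, Atf3, Dusp8 and Jun for 1.0 against 0.7 mM. A candidate explanation is that release or handling differed in length between gels, and a response to stiffness is another. No handling time per library was used here, so the cause stays open.

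With the replicate number as a block, 2077 of 15683 genes had an unadjusted p under 0.05 for the slope. Of 100 drawn orders within replicate numbers 2 gave as many, the real one included. The highest other gave 2162 and was close to the reverse of the real order, and the median of the others was 673. A small effect of gel concentration spread over many genes may explain this. It is a hypothesis, since 5 genes were called there.

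Dhrs3 and Cyp26b1, chosen after their values were seen, fell in every gel, as did Rarb. Dhrs3 (chromosome 4, 144892827 to 144928209) went from 14.4 ± 3.4 CPM in Ctrl to 1.75 ± 0.75, 1.03 ± 0.75 and 0.614 ± 0.24 CPM at 0.7, 0.8 and 1.0 mM (SD, n = 3), with log2 fold changes of -3.05, -3.80 and -4.54. Cyp26b1 went from 8.66 ± 3.9 CPM to 0.765 ± 0.49, 0.555 ± 0.20 and 0.384 ± 0.22 CPM. These genes respond to retinoic acid, so less retinoic acid response in the gels is a candidate explanation. Tshz1, another target on the list of retinoic acid targets, is among the shared genes too. That list was written after the called genes were seen, so Tshz1 adds no separate evidence. The 20 retinoic acid targets outside the shared genes fell together in every gel, with a largest camera adjusted p of 0.000265, although 5, 4 and 6 of the 20 rose at 0.7, 0.8 and 1.0 mM. Their mean log2 fold changes were -0.28, -0.28 and -0.30 and their medians -0.11, -0.12 and -0.11. Their adjusted p was 0.107, 0.0915 and 0.0915 under fry and 0.221, 0.140 and 0.200 under an estimated correlation, none below 0.05. The test was set up on camera alone, and passing under fry as well was asked of it only after its values were seen. With that the targets outside the genes that prompted the test leave less retinoic acid response open, and it cannot be told apart from no change. The same was not asked of the immediate early genes, whose test was planned on camera alone and which missed 0.05 under fry at 1.0 mM, at 0.0537. Some of these targets are Hox genes or posterior markers, which fell in their own lists. A lower supply of vitamin A through the gel and a loss of posterior cells were not tested here. The paper deconvolved these libraries with a single-cell atlas. It reported that inferred cell types varied more between batches than with embedding, and without a consistent trend.

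The first component held 49.8% of the variance in log2(1 + FPKM) and 74.6% in log2 CPM. Of the 500 genes used with FPKM, 117 were listed at 0 FPKM in a library that held at least 100 counts of them, such as Slc16a3 and Rarb. A candidate explanation for the gap is that these zeros are failed estimates, which add variance that follows no group. Without all 470 such genes the share was 68.8%, past the midpoint of the 49.8% and the 74.6%. What made the FPKM of these genes 0 was not tested, and the rest of the gap stays open.

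The median log2 deviation of 1 chromosome in a library or group lay beyond those of the others by at most 0.033, below the 0.1 set before the test. This largest gap was that of chromosome X at 0.7 mM against Ctrl, with a median of -0.053. Chromosome X was also lowest at 0.8 and 1.0 mM, at -0.022 and -0.033, and it was at 0.044 in noCHI. This argues against a gain or loss of a chromosome, in a large part of the cells, that differs between libraries or between groups. It says nothing about a small part of the cells. A change present in every library would cancel here and was not tested. The shift of chromosome X was not tested further.

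The authors' deposited table called 1727, 152, 127 and 164 genes for noCHI, 0.7, 0.8 and 1.0 mM. Of the 243 genes called in any gel in the authors' deposited table, 70 were called alike in all 3, which is 28.8%. In the authors' deposited table those are 46.1%, 55.1% and 42.7% of the calls at 0.7, 0.8 and 1.0 mM. Of the calls in the authors' deposited table, edgeR also called 1552, 101, 50 and 80. DESeq2 with mitochondrial genes kept gave 1725, 159, 127 and 164 calls, and without them 1724, 152, 127 and 168. No mitochondrial gene was called when these genes were kept in edgeR.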
